A study of Homo sapiens with 9 samples.

How the data were processed

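Chromatin accessibility was measured by ATAC-seq, in which the Tn5 transposase inserts sequencing adapters into open DNA. The samples were K562 cells, a human line from a chronic myeloid leukaemia. Per the labels, 50000 cells were used per replicate, and sequencing gave single-end reads of 100 bp on an Illumina instrument. The 9 libraries fall into 3 genotypes of 3 replicates each: parental cells, a line heterozygous for the STAG2 R614* mutation and a line homozygous for it. Both mutant lines were made with CRISPR-Cas9, and each genotype is represented by 1 line.

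The deposited data hold 1 list of peaks per library, so peaks were called on each library and not on pooled reads. The aligner, the peak caller, its settings and the genome build are not stated in the labels. Whether read positions were shifted for the offset of Tn5 insertion is not stated either, and a shift of that kind would move summits by a few bases, less than the windows used here. The lists have no header, and the meaning of their columns was taken from the narrowPeak format. Each peak carries a fold enrichment, which the authors' peak caller computed and which is read here as a linear ratio over a local background. It also carries the −log10 of a p-value and the −log10 of a q-value, as deposited by the authors. The remaining deposited columns, a display score and the offset of the summit, are of another kind and hold no measurement of accessibility. These per-peak values come from the authors' caller and were used only to describe, rank or filter peaks within a list.

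The values themselves showed how the lists were built. The lowest −log10 p in every list was close to 2. Most intervals were windows of 500 bp, 250 bp on each side of a summit. Between 17.2% and 19.2% of the intervals per list were longer and held several summits, so overlapping windows had been joined into 1 interval with averaged values. Averaging can lower the rank of a broad peak. For a joined interval 1 position stood for the summit. It was the first summit where there were 2, and otherwise the summit nearest the middle. Where the offsets of more summits did not run on from one another, the middle itself was used. Offsets ran on in 16.4% to 24.5% of the joined intervals per list. Shares at summits are therefore in part shares at midpoints. The build was taken to be GRCh37, because 0 intervals ran past the end of a GRCh37 chromosome and because a CTCF motif lay at 3.23% of wild type summits but at 0.0440% of positions 2 kb downstream. Coordinates are given in GRCh37, counted from 1. The lists hold no read counts, so the depth of each library is unknown, and no interval that needs the depth is given.

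Peaks on chromosomes 1 to 22 and X were used. Peaks on chromosome Y, between 155 and 289 per list, were left out of the comparisons. Because list lengths differed, the 50000 peaks with the highest −log10 p of each library were compared. These peaks were merged across the 9 libraries into regions wherever they overlapped by at least 1 bp. A library was counted as having a region when any of its 50000 peaks overlapped it. A region differed between a pair of genotypes when all 3 libraries of one had it and 0 of the 3 libraries of the other. A region was specific to a genotype when its 3 libraries all had it and 0 of the other 6 did, or the reverse. No model was fitted per region, because the lists hold no counts. Similarity between lists was the Jaccard index, the base pairs covered by both lists divided by those covered by either.

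Genes and transcription start sites came from GENCODE release 44 mapped to GRCh37, with 78394 start sites of protein-coding transcripts. A peak was near a start site when its summit lay within 1 kb. Motifs for CTCF, GATA, RUNX, AP-1 and ETS factors were fixed consensus strings, searched on both strands within 50 bp of a summit. The same search 2 kb downstream of each summit gave the background. For merged regions, motifs were searched in 500 bp around the midpoint. Peaks at a gene were those with a summit in the gene body or within 10 kb of it. The fixed list held 12 genes, STAG2, STAG1, RUNX1, ERG, GATA1, GATA2, TAL1, MYC, KLF1, ITGA2B, HBE1 and 1 more, which entered the tests and the adjustment but is not reported here. Regions named in the text follow a rule: for each pair of genotypes and each direction, the 3 regions whose lowest within-list percentile of −log10 p was highest, and any region that differed at 1 of the 12 genes.

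Values per library were compared between the 3 genotypes with an exact permutation test of the sum of squares between genotypes over the 280 distinct assignments of libraries to genotypes, two-sided in effect. Its smallest possible exact p is 0.00357. A pair of genotypes, 3 libraries against 3, cannot give an exact two-sided p under 0.1. Similarity was tested one-sided, as the mean within genotypes minus the mean between them. Chromosomes, motifs and genes were each adjusted as a family by the Benjamini-Hochberg method, with 0.05 as the threshold. Counts of regions were set against the same count for the 10 splits of 6 libraries or the 84 choices of 3 libraries from 9. The groups, tests, gene list, motifs, naming rule and most alternatives were fixed before the data were examined.

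Several lists proved to share intervals, as described with the data. Reads were not analysed here. Lists with the same intervals for over 10% of their weak peaks, those with −log10 p below 3, were joined into 1 source, which left 7 sources, 4 of them not homozygous. An exact two-sided permutation test of the homozygous sources against the other 4, over 35 splits, has a smallest possible p of 0.0286. This grouping was chosen after the lists were compared.

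Alternatives covered the number of peaks kept, the ranking, the overlap rule, the distances, a replicate block, and leaving out each library in turn. 3 more were added after the data were seen: leaving out the lists that share intervals across genotypes, counting sources, and leaving out chromosomes 5 to 9 and X. The counting of regions was tested on simulated data with 106131 regions, 200 of them changed, with 2% of the calls at these 200 in error. Each unchanged region was drawn independently for every library, at the share of the 9 libraries that had it, with no added error. The counting recovered 87% of changed regions for homozygous against wild type, 87.5% for heterozygous against wild type and 86% for homozygous against heterozygous. It also called 978, 993 and 1002 unchanged regions in these comparisons. For 1 genotype against the other 6 libraries it recovered 81% for homozygous, 85% for heterozygous and 81% for wild type, with 179, 180 and 191 unchanged regions called. The unchanged regions called come from the independent drawing and not from the 2% error. Real lists resemble each other and are not drawn independently. These calls therefore give no rate of false calls for the 767 regions found for heterozygous against wild type or the 187 found for wild type. In 2000 simulated sets with no difference, 4.65% had an exact permutation p below the threshold. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.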

Results

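ATAC-seq peak lists were compared between wild type K562 cells and K562 lines with a heterozygous or homozygous STAG2 R614* mutation, with 3 libraries per genotype. STAG2 encodes a subunit of cohesin, the ring-shaped complex that holds DNA loops together, and R614* puts a stop in place of an arginine. The question addressed was whether chromatin accessibility differs between the genotypes. The labels describe the homozygous cells as adherent and detached with trypsin. Genotype, cell line and, for the homozygous cells, adherent growth therefore change together, and they cannot be told apart by these libraries. The labels name no batch. Peak lists do not show the mutated base, so the genotypes are taken from the labels.

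The lists held 223184, 304073 and 287917 intervals for wild type replicates 1 to 3. Heterozygous replicates 1 to 3 had 254046, 196473 and 200224, and homozygous replicates 1 to 3 had 181579, 198469 and 319986. Read depth is unknown. On chromosomes 1 to 22 and X, the mean number of peaks was 271488 ± 42768 in wild type, 216715 ± 32169 in heterozygous and 233132 ± 75442 in homozygous libraries (SD, n = 3 each). The genotypes did not differ beyond the spread between replicates (exact two-sided permutation p = 0.5). Homozygous minus wild type was −38357 peaks, and counting lists that share many intervals as 1 source gave 512 for homozygous minus the others. Peaks with −log10 q of at least 5 numbered 36178 ± 2730, 33937 ± 3999 and 28985 ± 10057 (SD, n = 3 each; exact two-sided permutation p = 0.414). The lists covered 157 ± 24.2 Mb in wild type, 127 ± 18.6 Mb in heterozygous and 135 ± 43.9 Mb in homozygous libraries (SD, n = 3 each). At rank 50000 the −log10 p lay between 4.95 and 6.73 across libraries.

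Not all lists were independent. Wild type replicate 3 and heterozygous replicate 1 held 46.0% of the shorter list's intervals at the same start and end. Wild type replicates 1 and 2 shared 23.2% in this way and heterozygous replicates 2 and 3 shared 1.17%. The other 33 pairs shared between 0.223% and 0.351%. Among weak peaks the shares were 47.6% and 26% for the first 2 pairs and 0.0420% at most for those 33 pairs. Heterozygous replicates 2 and 3 shared 0.657% of weak peaks, more than those 33 pairs, and were still counted as separate sources. SDs and exact p-values that count 3 libraries per genotype therefore overstate the independence of the wild type and heterozygous libraries. For that reason, lists that share many intervals were also counted as 1 source, and those values are given for several results.

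The first comparison asked whether libraries of 1 genotype share more peaks with each other than with other genotypes. The mean Jaccard index was 0.542 within genotypes and 0.468 between them, a difference of 0.0743 (exact one-sided permutation p = 0.0179). With the full lists the difference was 0.0484 and no longer passed the threshold (exact one-sided permutation p = 0.118). The test also rested on wild type replicates 1 and 2, which share intervals. Without wild type replicate 1 the difference was 0.0512, and without wild type replicate 2 it was 0.0517 (exact one-sided permutation p = 0.104 for each). For pairs of genotypes, the within minus between difference was 0.102 for homozygous and wild type and 0.0959 for homozygous and heterozygous. Each gave an exact one-sided permutation p of 0.1, the smallest possible. For heterozygous and wild type it was 0.0246 (exact one-sided permutation p = 0.5).

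**Figure D1:**
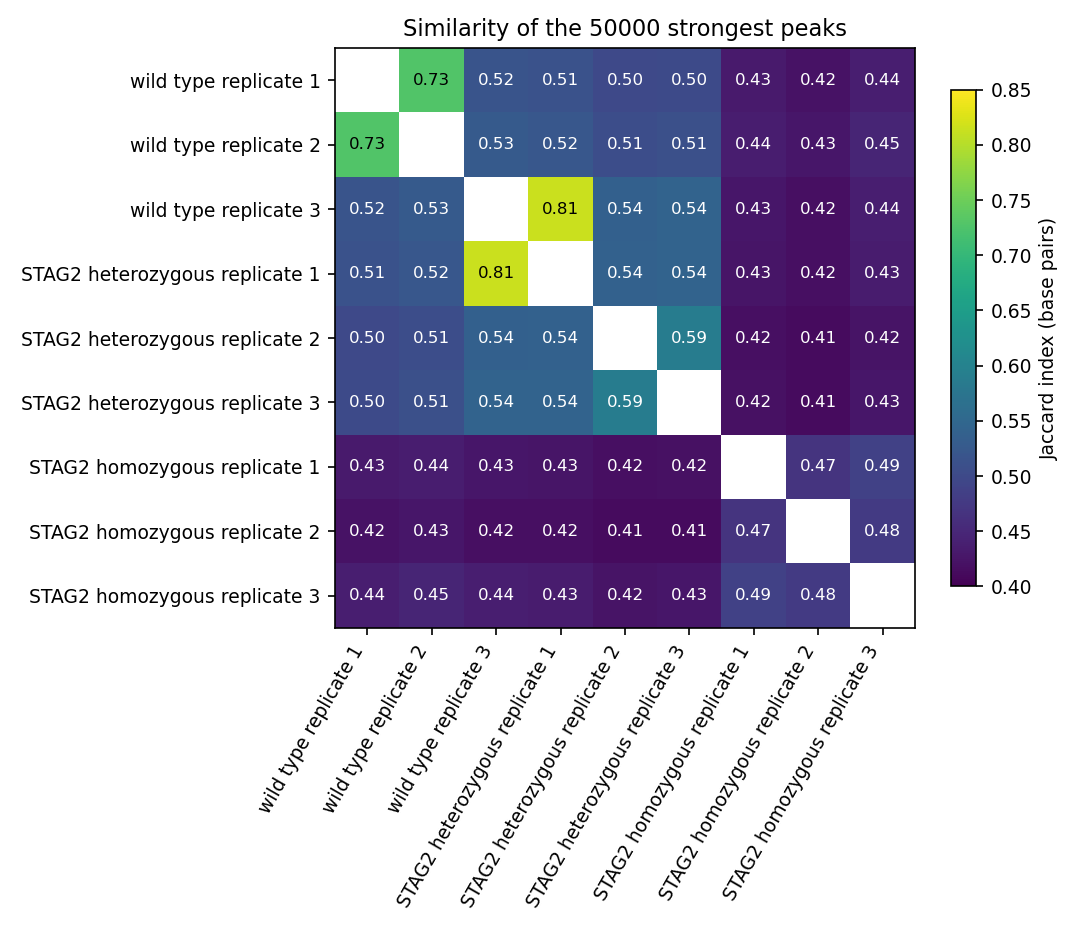
Jaccard index of base pairs (0 to 1) for each pair of the 9 libraries, over the 50000 strongest peaks of each. Homozygous libraries lie between 0.468 and 0.488 with each other and between 0.412 and 0.446 with the others, while the pairs that share intervals stand out at 0.814 and 0.728.

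The 3 pairs of homozygous libraries had a Jaccard index between 0.468 and 0.488. The 18 pairs of a homozygous with another library lay between 0.412 and 0.446, below all pairs within the homozygous genotype. Wild type replicate 3 and heterozygous replicate 1 reached 0.814, wild type replicates 1 and 2 reached 0.728, and heterozygous replicates 2 and 3 reached 0.589. The other 12 pairs without a homozygous library lay between 0.499 and 0.544, whether or not the genotypes were the same. These values are for the strongest peaks, and in the full lists the homozygous pairs did not separate in this way. Pairs within the homozygous genotype then lay between 0.252 and 0.291. Those of a homozygous with another library lay between 0.226 and 0.268, so the ranges overlapped.

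Merging gave 106131 regions with a median width of 552 bp. Of these, 19221 (18.1%) were found in all 9 libraries and 32261 (30.4%) in 1 library. Most differences described next are differences in rank: a region absent from the 50000 strongest peaks of a library often had a weaker peak in its full list.

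Between homozygous and wild type libraries, 5951 of 95643 regions (6.22%) separated the 3 libraries of one genotype from the 3 of the other. Of these, 2631 were in the homozygous libraries only and 3320 in the wild type libraries only. The other splits of the same 6 libraries gave between 304 and 1143 regions, with a median of 352. With the full lists the count was 21996, the largest change from the choice of peaks. When absence required no peak anywhere in the full list, 555 regions remained. The count was 11165 without wild type replicate 3, 9035 without homozygous replicate 1 and 9154 without homozygous replicate 2. Leaving out a library relaxes the 3 against 3 requirement.

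By the naming rule, the strongest regions in homozygous libraries only were chromosome 8 from 43160033 to 43160580 in an intron of POTEA, chromosome 4 from 170256327 to 170256964, intergenic and 64220 bp from the nearest start site, that of SH3RF1, and chromosome X from 137749192 to 137750146 in an intron of FGF13. Their lowest within-list percentiles were 99.2, 98.7 and 98.7. Those in wild type libraries only were all intergenic. They were chromosome 18 from 28259195 to 28260037, 362744 bp from the start of DSC3, chromosome 21 from 25293916 to 25295179, 1684650 bp from the start of MRPL39, and chromosome 10 from 66626811 to 66627927, 1345201 bp from the start of JMJD1C. Their percentiles were 99.3, 99.2 and 99.2. At each of these 6 regions, the full lists of 2 or 3 libraries of the other genotype held a weaker peak.

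Between heterozygous and wild type libraries, 767 of 81815 regions (0.937%) differed, 346 in heterozygous and 421 in wild type libraries only. Across the 10 splits of these libraries, 5 gave as many regions, and the other splits lay between 72 and 2103. The count thus did not stand out from splits that ignore genotype. It depended on the lists that share intervals across genotypes: it was 8122 without wild type replicate 3 and 4595 without heterozygous replicate 1. It was 1296 without heterozygous replicate 2 and 1227 without heterozygous replicate 3. With no peak allowed in the full lists of the other genotype, 2 regions were left. The named regions in heterozygous libraries were chromosome 8 from 95604040 to 95604975, 38283 bp from the start of VIRMA, chromosome 2 from 59269051 to 59269573 in an intron of LINC01122, and chromosome 2 from 113991258 to 113992188 in an intron of PAX8. Their lowest percentiles, 88.0, 87.9 and 87.8, were below those of the homozygous comparison. In wild type libraries they were chromosome 15 from 95953926 to 95954465 in an intron of LINC00924 (94.7), chromosome 10 from 19024566 to 19025279 in an intron of a long non-coding RNA gene (93.1), and chromosome X from 119683399 to 119684250 in an intron of CUL4B (92.6).

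Between homozygous and heterozygous libraries, 6429 of 97810 regions (6.57%) differed, 3091 in homozygous and 3338 in heterozygous libraries only. The other splits gave between 509 and 788 regions, with a median of 545. The strongest in homozygous libraries were chromosome 14 from 71995513 to 71996027 in an intron of SIPA1L1, the POTEA region again, and chromosome 13 from 80622833 to 80623358 in an intron of a long non-coding RNA gene. In heterozygous libraries they were the chromosome 10 region nearest to JMJD1C again, chromosome 3 from 77228751 to 77229655 in an intron of ROBO2, and chromosome 1 from 58717275 to 58717792 in an intron of DAB1. The ROBO2 region had no peak in the full list of any homozygous library.

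When each genotype was set against the other 6 libraries, 3577 regions were specific to the homozygous libraries, 1924 present and 1653 missing. No other choice of 3 of the 9 libraries gave more than 760. The heterozygous libraries had 267 specific regions, matched or exceeded by 15 of the 84 choices, and the wild type libraries had 187, matched or exceeded by 26 of 84. The median of all other choices was 53. Among the 35 splits of the 7 sources, the homozygous sources gave the largest count, and the next gave 1545. For homozygous libraries the count was 5756, 5901 and 5577 without homozygous replicates 1, 2 and 3. The heterozygous count was 1911 without heterozygous replicate 1, 502 without heterozygous replicate 2, 458 without heterozygous replicate 3 and 1813 without wild type replicate 3. The wild type count was 3334 without wild type replicate 3, 285 without wild type replicate 2 and 874 without heterozygous replicate 1.

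**Figure D2:**
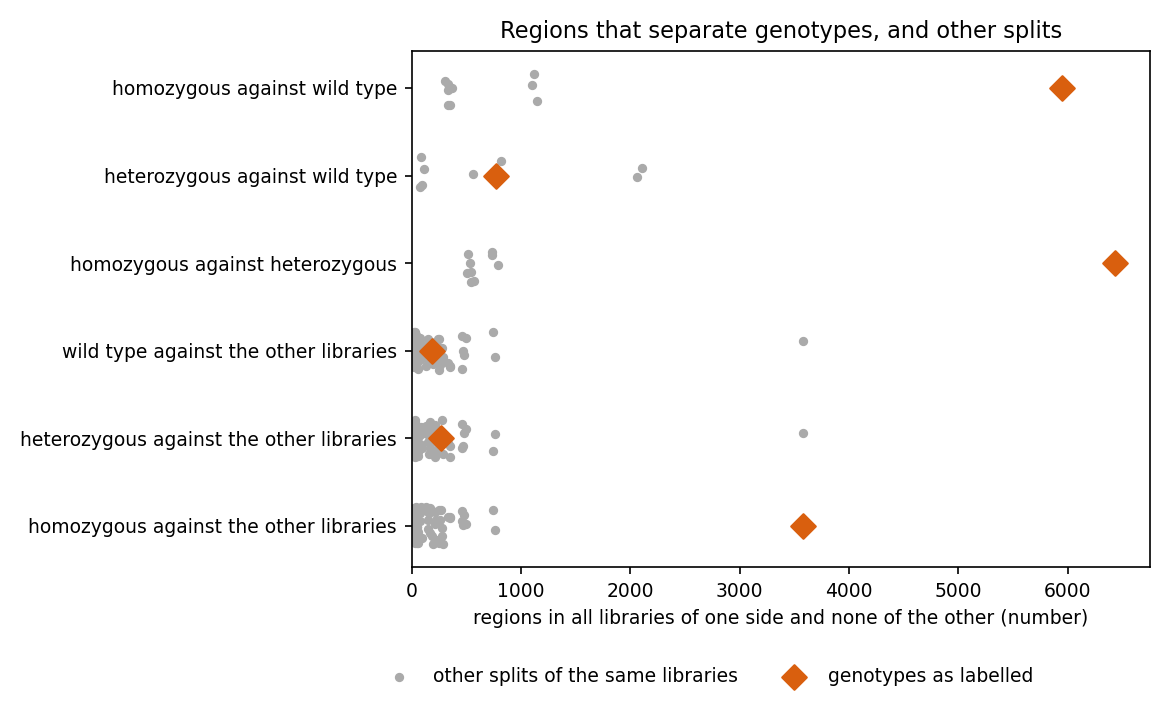
Number of regions found in all libraries of one side and none of the other, for the genotypes as labelled (diamonds) and for other splits of the same libraries (dots). The homozygous counts of 5951, 6429 and 3577 lie above all other splits, while those of heterozygous against wild type (767), heterozygous (267) and wild type (187) lie among them.

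The question of where these regions lie was answered by their sequence and position. Of the 1924 regions present only in homozygous libraries, 6.29% lay near a start site, against 6.78% of the 1653 regions missing only from them and 43.4% of regions in all 9 libraries. The median widths of these regions were 678.5, 733 and 1248 bp, so motifs were searched in 500 bp around the midpoint of each region, whatever its width. An AP-1 motif was found in 41.1% of the regions present only in homozygous libraries (95% Wilson interval 38.9 to 43.3). The share was 11.9% (10.4 to 13.5) in those missing and 13.2% (12.7 to 13.7) in regions of all 9 libraries. The background 2 kb downstream was 8.68%, 6.84% and 7.27%. A CTCF motif was found in 0.780% (0.473 to 1.28), 7.86% (6.66 to 9.26) and 4.29% (4.01 to 4.59) respectively. GATA motifs were found in 52.8%, 51% and 31.9%, with a background of 46.8%, 52.1% and 44.4%. Median GC content was 45.6%, 43.1% and 52.1%. These intervals cover counting error only, and regions are not independent replicates.

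The share of the 50000 strongest peaks near a start site was 22.8% ± 0.217 in wild type, 23.3% ± 0.0560 in heterozygous and 23.7% ± 0.719 in homozygous libraries (SD, n = 3 each). The genotypes did not differ beyond the spread (exact two-sided permutation p = 0.118 over the 3 genotypes). Homozygous minus wild type was 0.909 points (exact two-sided permutation p = 0.2). With each source counted once, homozygous minus the others was 0.613 points (exact two-sided permutation p = 0.2). With the 20000 strongest peaks homozygous minus wild type was 3.91 points (exact two-sided permutation p = 0.0536 over the 3 genotypes). Without homozygous replicate 3 it was 1.28 points (exact two-sided permutation p = 0.00357 over the 3 genotypes).

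Motif shares asked whether peaks at sites of particular factors differ between genotypes. CTCF sites are of interest because cohesin accumulates there. Of the 5 motifs, 3 differed between the 3 genotypes after adjustment: CTCF, RUNX and AP-1. Each had an exact two-sided permutation p of 0.00357 over the 3 genotypes, adjusted 0.00595. For homozygous against wild type alone, each had an exact two-sided permutation p of 0.1, the smallest possible for a pair. CTCF motifs lay at 3.23% ± 0.0710 of wild type, 3.39% ± 0.0996 of heterozygous and 2.41% ± 0.201 of homozygous summits (SD, n = 3 each). The background 2 kb downstream was 0.0440%, 0.0453% and 0.0427%. Homozygous minus wild type was −0.823 points, lower in 3 of 3 libraries. In the full lists the sign changed, to 0.0453 points (exact permutation test, adjusted p = 0.361).

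AP-1 motifs lay at 6.54% ± 0.463, 5.92% ± 0.0480 and 9.74% ± 1.33 of wild type, heterozygous and homozygous summits (SD, n = 3 each). The background was 1.49%, 1.47% and 1.59%. This background also passed the threshold (exact two-sided permutation p = 0.0179 over the 3 genotypes, adjusted 0.0446), at 0.096 points for homozygous minus wild type. At the summits homozygous minus wild type was 3.20 points. In the full lists it was 2.10 points and no longer passed the threshold (exact permutation test, adjusted p = 0.0714). RUNX motifs lay at 5.99% ± 0.0632, 6.22% ± 0.116 and 5.55% ± 0.0450 (SD, n = 3 each), with backgrounds of 3.41%, 3.43% and 3.41%. Homozygous minus wild type was −0.437 points. This difference was −0.268 points with the 100000 strongest peaks and −0.0184 points in the full lists, and neither passed the threshold (exact permutation test, adjusted p = 0.107 for each). With each source counted once, CTCF, RUNX and AP-1 each gave the smallest possible value (exact two-sided permutation p = 0.0286).

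The remaining motifs did not pass the threshold. GATA motifs lay at 11.9% ± 1.09, 10.6% ± 0.148 and 11.8% ± 0.378 of summits (SD, n = 3 each; exact two-sided permutation p = 0.161), close to their background of 12%, 11.7% and 11.5%. The GATA background itself differed between the genotypes (exact two-sided permutation p = 0.00357, adjusted 0.0179). For ETS motifs the shares were 2.76% ± 0.0627, 2.71% ± 0.0415 and 2.82% ± 0.0314 (SD, n = 3 each; exact two-sided permutation p = 0.0964). In the full lists ETS was the only motif past the threshold, at 0.230 points for homozygous minus wild type (exact permutation test, adjusted p = 0.0357). Without wild type replicate 3, all 5 motifs passed the threshold. GATA motifs then had a homozygous minus wild type difference of −0.788 points.

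**Figure D3:**
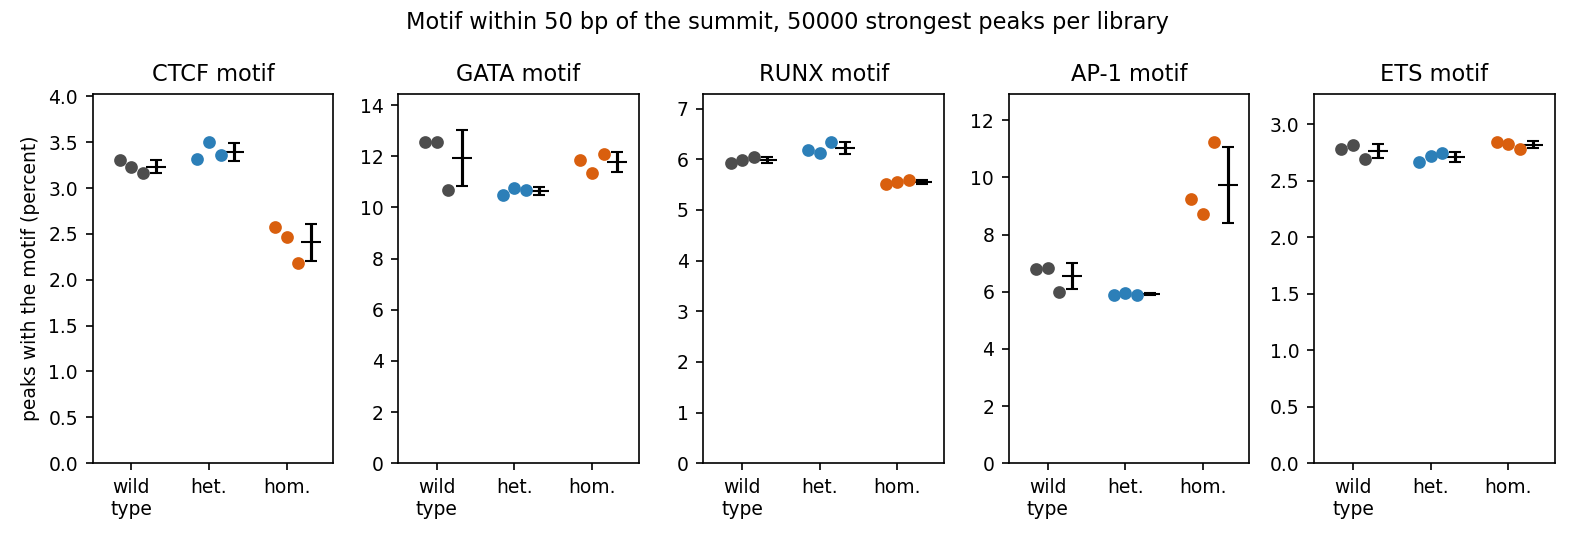
Share of summits with each motif within 50 bp (percent) for each library by genotype, with the mean and SD of each genotype. Homozygous libraries are lower for CTCF (mean 2.41%) and RUNX (5.55%) and higher for AP-1 (9.74%) than the other genotypes.

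The share of peaks per chromosome tests for differences between the lines on the scale of whole chromosomes, as copy number would give. Of 23 chromosomes, 13 differed after adjustment. On 8 of them, chromosomes 15 to 22, homozygous libraries had a higher share than wild type, and on 5 of them (chromosomes 2, 3, 4, 5 and 8) a lower share. On chromosomes 5 and 8 the heterozygous mean was lower still, at −0.225 and −0.395 points from wild type. These chromosomes thus do not set the homozygous libraries apart (exact two-sided permutation p = 0.6 and 0.829 with each source counted once). Chromosome 17 held 1.86% ± 0.0628 of wild type, 2.16% ± 0.0560 of heterozygous and 2.69% ± 0.00808 of homozygous peaks (SD, n = 3 each). For chromosome 19 the shares were 2.26% ± 0.0627, 2.45% ± 0.0291 and 3.10% ± 0.0802 (SD, n = 3 each). The homozygous minus wild type differences on chromosomes 15 to 22 were between 0.214 points for chromosome 21 and 0.833 points for chromosome 17. With the 100000 strongest peaks, 0 chromosomes passed the adjusted threshold, and with the full lists 14 did, 10 higher and 4 lower. Without wild type replicate 3, or without any 1 of the 3 homozygous libraries, 8 chromosomes passed, all with a higher homozygous share.

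**Figure D4:**
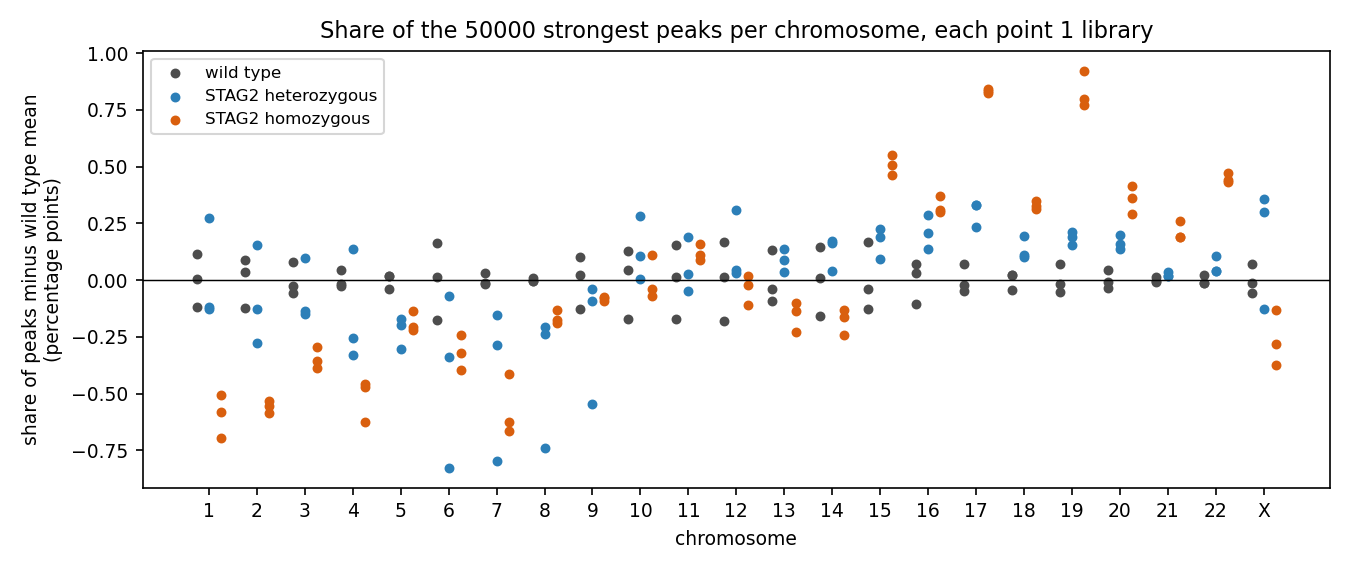
Share of the 50000 strongest peaks on each chromosome minus the wild type mean (percentage points), each point 1 library. Homozygous libraries lie above wild type on chromosomes 15 to 22, with mean differences from 0.214 to 0.833 points.

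At the 12 genes of the fixed list, 0 passed the threshold adjusted over the list alone, and 4 had an unadjusted exact permutation p below 0.05. STAG2 itself, on chromosome X from 123094062 to 123556514, had 16 ± 1.0 of the strongest peaks in wild type, 16.3 ± 0.577 in heterozygous and 9.0 ± 3.61 in homozygous libraries (SD, n = 3 each). The 3 homozygous libraries had 13, 8 and 6, and the other 6 had between 15 and 17 (exact two-sided permutation p = 0.0357, adjusted 0.107). TAL1 had 2.0, 1.33 and 4.0 peaks and MYC 2.33, 3.0 and 4.33 in the mean of wild type, heterozygous and homozygous libraries (exact two-sided permutation p = 0.0143, adjusted 0.0857, for each). RUNX1, on chromosome 21 from 36160098 to 37376965, had 11 ± 2.65, 11 ± 2.65 and 17.3 ± 4.62 (SD, n = 3 each; exact two-sided permutation p = 0.114). ERG had 0.667, 0.667 and 3.0. With each source counted once, STAG2, TAL1 and MYC among the strongest peaks each gave the smallest possible value (exact two-sided permutation p = 0.0286), and RUNX1 did not (exact two-sided permutation p = 0.0857). In the full lists RUNX1 had 41.3 ± 11, 31 ± 4.0 and 108 ± 51.2 peaks (SD, n = 3 each; exact two-sided permutation p = 0.0107, adjusted 0.129; exact two-sided permutation p = 0.0286 with sources). Without wild type replicate 3, MYC passed the threshold (exact permutation test, adjusted p = 0.0429), with a homozygous minus wild type difference of 2.33 peaks.

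Regions that differed between genotypes were also counted at the listed genes. Between homozygous and wild type libraries, at STAG2, 3 intronic regions were in wild type libraries only, on chromosome X from 123408198 to 123409143, from 123414067 to 123414943 and from 123479714 to 123480395. The STAG2 gene model of the annotation reaches into neighbouring genes, and all 3 regions also lie within SH2D1A, the first 2 in introns of it and of TEX13D and the other in a UTR of SH2D1A. HBE1 had 3 regions in wild type libraries only. TAL1 had 1 in homozygous libraries only, on chromosome 1 from 47707085 to 47707742, and so did MYC, on chromosome 8 from 128738736 to 128739250 in an intron of CASC11. Against heterozygous libraries, ERG had 1 intronic region in homozygous libraries only, on chromosome 21 from 39848003 to 39849552. STAG2 then had 4 regions in heterozygous libraries only, 1 of them in a UTR of TENM1, and STAG1 had 1, HBE1 had 2, and TAL1 had 1 in homozygous libraries only. Between heterozygous and wild type libraries, HBE1 had 1 region in wild type libraries only. The HBE1 gene model of the annotation spans chromosome 11 from 5289575 to 5526882.

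**Figure D5:**
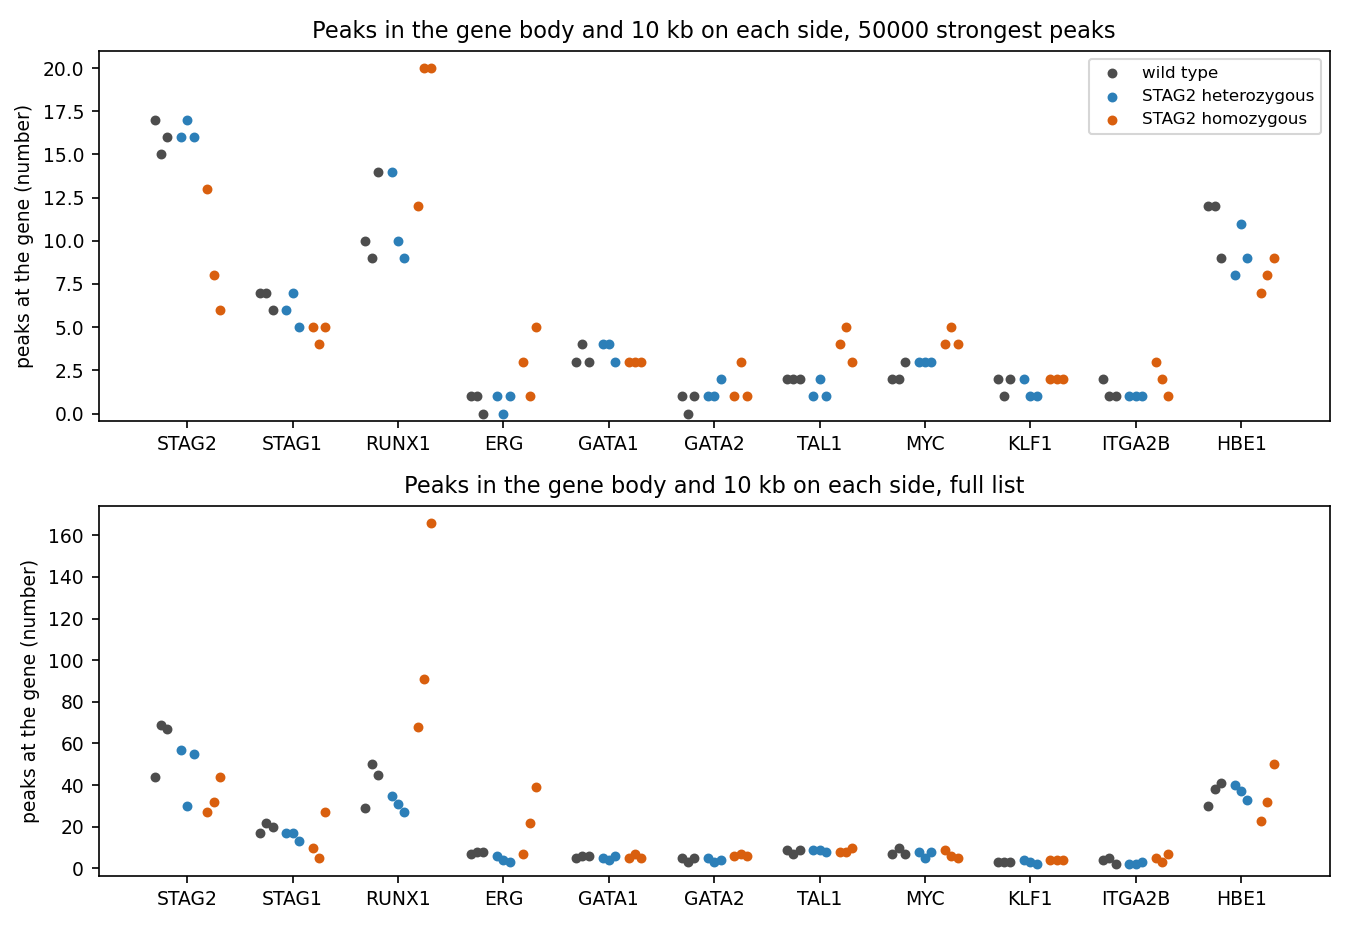
Number of the 50000 strongest peaks (upper panel) and of all peaks (lower panel) at the listed genes, body and 10 kb on each side, each point 1 library, coloured by genotype. Among the strongest peaks at STAG2 the homozygous libraries have 13, 8 and 6 peaks and the other libraries between 15 and 17.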

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

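The alternatives fixed before the data were examined cover all settings named here except 3, which were chosen after the data were seen: leaving out wild type replicate 3 and heterozygous replicate 1 together, counting lists that share intervals as 1 source, and leaving out chromosomes 5 to 9 and X. Values are homozygous minus wild type unless stated. The lists hold no duplicate interval, so counting all intervals changed nothing and tests nothing. Where no cause is named below, the cause was not tested.

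The number of peaks was −38357 in the main comparison and stayed on the same side of its threshold under all alternatives. Its sign changed to 512 when sources were counted and homozygous sources were set against the others (exact two-sided permutation p = 1). The 9 fits that each left out 1 library gave −81639 to −12494 peaks.

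Similarity within minus between genotypes, 0.0743, no longer passed the threshold in the full lists, at 0.0484 (exact one-sided permutation p = 0.118); the cause was not tested. Leaving out 1 library gave 0.0512 to 0.0977, and the threshold was missed without wild type replicate 1 (0.0512) or wild type replicate 2 (0.0517). The 20000 or 100000 strongest peaks, ranking by fold, a 50% overlap, leaving out the lists shared across genotypes and leaving out chromosomes 5 to 9 and X kept it past the threshold. Sources were not counted for this result.

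Counts of differing regions moved with the number of peaks kept, as fewer or more peaks enter. Homozygous against wild type, 5951, became 2526 with the 20000 strongest peaks, 9696 with 100000 and 21996 with the full lists. In the full lists the split was 6372 homozygous to 15624 wild type, 29.0% against 44.2% in the main count. Heterozygous against wild type, 767, became 397, 1427 and 5477, with 482 and 851 of the last 2 in heterozygous libraries (33.8% and 15.5% against 45.1%). Homozygous against heterozygous, 6429, became 2665, 10013 and 16797. When no peak was allowed in the full lists of the other genotype, a stricter rule by construction, the counts were 555, 2 and 914. The 2 were both wild type, and homozygous regions made up 67.5% of the 914 against 48.1% of the main count. Ranking by fold, a coverage of 50% and 500 bp bins left all 3 counts within 1.5 times of the main value.

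Regions specific to the homozygous libraries, 3577, became 1415, 5484 and 8117 with the 20000 strongest, the 100000 strongest and all peaks. Those specific to the heterozygous libraries, 267, became 122, 434 and 907, with a present share of 42.1% in the full lists against 60.7%. For wild type the count of 187 became 98, 433 and 2247, with a present share of 85.2% and 97.2% for the last 2 against 74.3%.

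Leaving out wild type replicate 3 and heterozygous replicate 1 leaves fewer libraries to agree, which raises counts by construction. Homozygous against wild type became 11188, with 33% in homozygous libraries against 44.2%, and heterozygous against wild type became 12546. Heterozygous-specific regions became 3644 and wild type-specific regions 4196.

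Across the fits that each left out 1 library, homozygous against wild type ranged from 5950 to 11165, the highest without wild type replicate 3. Heterozygous against wild type ranged from 768 to 8122, again highest without wild type replicate 3, and was 4595 without heterozygous replicate 1. Homozygous against heterozygous ranged from 6431 to 9638. Specific regions ranged from 3743 to 5901 for homozygous (highest without homozygous replicate 2), from 299 to 1911 for heterozygous (without heterozygous replicate 1) and from 238 to 3334 for wild type (without wild type replicate 3).

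Chromosomes past the adjusted threshold, 13, fell to 0 with the 100000 strongest peaks; the cause was not tested. They were 14 in the full lists, 10 higher and 4 lower. They were 0 with sources, where the smallest possible exact p is 0.0286 before adjustment over 23 chromosomes. Leaving out 1 library gave 8 to 16, with 8 without wild type replicate 3 and without each homozygous library. The split of 8 higher to 5 lower became 5 to 5 with 20000 peaks (50% higher against 61.5%) and 8 to 1 without the lists shared across genotypes (88.9%).

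The share near a start site, 0.909 points, passed the threshold with 100000 peaks (0.224, exact two-sided permutation p = 0.0429) and within 500 bp (0.853, exact two-sided permutation p = 0.0321); the cause was not tested. It ranged from 0.562 to 1.28 points with 1 library left out, and passed without homozygous replicate 3.

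Motifs past the threshold, 3, became 1 in the full lists. That motif was ETS (0.230 points, exact permutation test, adjusted p = 0.0357), while AP-1 and RUNX weakened and CTCF changed sign to 0.0453 points; the cause was not tested. ETS also passed with the motif within 100 bp (0.165 points), and GATA passed without the lists shared across genotypes (−0.788 points). Leaving out 1 library gave 3 to 5, the 5 without wild type replicate 3, where GATA was −0.788 points. Other changes of sign were in motifs that did not pass: GATA 0.628 points with sources, 0.158, 0.149 and 0.0487 without wild type replicate 1, wild type replicate 2 and homozygous replicate 2, and ETS −0.0417 with 20000 peaks. In all, of the 40 values of single motifs under settings other than leaving out 1 library, 31 kept sign and side of the threshold, 3 became weaker, 3 stronger and 3 changed sign, the changes named here included.

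Genes past the threshold numbered 0 under each setting, and 0 to 1 with 1 library left out, the 1 being MYC without wild type replicate 3. Of 84 values of single genes under other settings, 80 kept sign and side. STAG1 became 1.33 with 20000 peaks, GATA1 0.333 and TAL1 −0.333 with 100000 peaks, and MYC −1.33 in the full lists.

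Libraries with the same replicate number did not deviate together: correlations of their deviations lay between −0.234 and 0.129, and 1 of 9 was over 0.1. The number therefore does not pair samples. In the replicate block, the exact p cannot be under 0.0278. Similarity, 0.0743, then gave an exact one-sided permutation p of 0.0833, chromosomes past the threshold were 0, motifs 3 and genes 0, and the number of peaks and the start site share stayed at −38357 and 0.909. Regions counted by pairs with the same number, a looser rule, were 22445, 13357 and 22477 for homozygous against wild type, heterozygous against wild type and homozygous against heterozygous.

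Depth limits these results because it is unknown: a peak missing from a list is not shown to be closed chromatin.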

Other observations

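Of the 31 tests in this part, the 6 counts of splits were planned with the comparisons, and 8 more were chosen before their result was seen: those of GC content for CTCF, AP-1 and chromosomes 15 to 22, of displacement for CTCF, of copy number for AP-1 and chromosomes 15 to 22, and of the segments around RUNX1 and STAG2. All others, including the tests of shared reads, of the steps, of list length and of GC content and copy number for the homozygous regions, were chosen only after the result was seen, and the limits that decide the tests of GC content on chromosomes 15 to 22 and of the segment around STAG2 were made stricter after their values were seen.

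Wild type replicate 3 and heterozygous replicate 1 held many intervals with the same start and end. Strong sites alone do not account for this, because 47.6% of the weak intervals were also the same, where the 33 pairs of other lists had 0.0420% at most. Over the intervals in common, −log10 p correlated with a Pearson r of 0.995 across peaks, which are not independent replicates, and the highest of the 33 was 0.928. Wild type replicates 1 and 2 had 26% of weak intervals in common and an r of 0.981. A candidate explanation is that reads of one library entered the peak calling of the other in each pair, since separate libraries give different read positions at weak peaks. Why reads would be shared is open, and no biological explanation gives the same base positions at weak peaks.

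Which genotype the first pair holds was examined at regions that separate the other lists. At 5332 regions of heterozygous replicates 2 and 3 that wild type replicates 1 and 2 lack, wild type replicate 3 had 50.8% and heterozygous replicate 1 had 52.1%, while homozygous libraries had between 30.2% and 32.0%. At 7170 regions with the opposite pattern, wild type replicate 3 had 27.4% and heterozygous replicate 1 had 25.5%, with 31.2% to 33.1% in homozygous libraries. A mislabelled or mixed sample could give this, and so could a batch shared by 4 of the lists. These cannot be told apart, because the lists compared also share intervals with each other and the labels give no batch. The comparison of heterozygous with wild type libraries therefore rests on lists whose genotype is open.

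Heterozygous replicate 2 held fewer peaks from 105 Mb on chromosome 5 onward when chromosomes are sorted by name, through chromosomes 6 to 9 and X. Over 593 windows of 5 Mb, 169 of them past the step, the drop was −0.21 on the log2 scale, and −0.40 in the full list, which left 75.8% of the peaks of the windows before it. The step removed 28.3% of the variance between windows, against 2.57% to 11.3% in the other 8 libraries and 7.14% when the same library was sorted by chromosome number. Sorted by number, wild type replicates 1 and 3 had steps that removed 20.3% and 20.8%, so a step of some size is not special to this library. None of 10000 random chromosome orders gave a step as large (permutation p = 0.0001, the smallest they can give), which copy number changes on unrelated chromosomes would not produce. A missing part of a read file sorted by chromosome name is a candidate explanation.

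The differences between genotypes were set against other splits of the same libraries. For homozygous against wild type 1 of 10 splits gave as many regions, for heterozygous against wild type 5 of 10, and for homozygous against heterozygous 1 of 10. A design of 3 against 3 cannot give a share under 0.1. Against all other libraries, 1 of 84 choices gave as many regions as the homozygous libraries, 15 of 84 as many as the heterozygous and 26 of 84 as many as the wild type. The largest counts after the homozygous one, 760 and 740, came from wild type replicate 3 and heterozygous replicate 1 with heterozygous replicate 3 or heterozygous replicate 2, a split that follows the shared intervals.

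For the regions that set the homozygous libraries apart, several technical explanations were excluded as the whole cause. List length was excluded because homozygous replicate 3, the longest of all lists, was closer to the other homozygous lists than to any other list, by a Jaccard index of at least 0.0307. Shared reads were excluded because the homozygous sources ranked first among 35 splits of sources, a share of 0.0286. GC content as the whole cause was excluded because, within 20 GC classes, regions present only in homozygous libraries held an AP-1 motif 29.4 points more often than missing ones, where 1000 random assignments of direction gave −5.05 to 5.18. Copy number as the whole cause was excluded because within 5 Mb windows the difference was 32.6 points, where random assignments gave −5.70 to 5.85. A part of the differences does follow both. Regions against the majority direction of their GC class were 38.7% (44.4% to 46.2% with random directions), and of their window 26.3% (33.2% to 35.5%). The mutation, the founding cell of the line, adherent growth, handling with trypsin and an unlabelled batch stay open, since all 3 homozygous libraries share them.

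Peaks with an AP-1 motif were more frequent in homozygous libraries. Against the library of nearest list length the smallest rise was 2.83 points, which excludes list length. Within 3 classes of GC content, set to hold equal numbers of all regions, regions present only in homozygous libraries held the motif at least 19.5 points more often than regions missing from them, which excludes GC content. The direction was the same on 23 of 23 chromosomes, which excludes copy number. As a hypothesis, AP-1 sites may have gained accessibility in the homozygous line, and whether this goes with STAG2, with adherent growth or with trypsin was not tested and cannot be told apart in this design, as genotype and growth are confounded.

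The lower share of CTCF motifs in homozygous libraries was not explained by list length, since the fall was at least −0.898 points against the library of nearest length. Displacement by entering peaks was examined and stays open. Among regions away from start sites present in all 6 other libraries, 8.61% of 1440 with a CTCF motif were missing from all 3 homozygous libraries (95% Wilson interval 7.27 to 10.2). The share was 8.68% of 16334 without it (8.25 to 9.12), a ratio of 0.993. By this rule CTCF sites were not lost more often than other distal sites. Sites missing from only some homozygous libraries counted as kept, so a greater loss of CTCF sites is not excluded. Regions present only in homozygous libraries, 0.780% of which held the motif, lower its share in a list of fixed length. How much of the fall they give was not tested. Over the 3 classes of GC content the lowest ratio was 0.730, with 1.11 and 0.961 in the others, and an effect of GC content cannot be told apart from these values. The change of sign in the full lists, to 0.0453 points, goes with displacement but does not decide the question.

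All of chromosomes 15 to 22 held a higher share of peaks in homozygous libraries. Within the 3 classes of GC content, regions present only in homozygous libraries lay there more often than missing ones, by a ratio of 1.52 at the lowest, 2.02 and 3.40. A stricter limit, set after these values were seen, left GC content open. The excess was nevertheless found in all 3 classes. In the same order, the shares on these chromosomes were 8.85% against 5.83%, 15.9% against 7.91% and 40% against 11.8%. These values argue against GC content as the whole cause for these regions. A contribution of GC content stays open. Of 109 windows of 5 Mb on these chromosomes, 49.5% were higher in all homozygous libraries than in all others, against 11% of 484 windows elsewhere. Windows that rose and windows that did not were mixed, and without read counts copy number cannot be told apart from local change. The group is contiguous by chromosome number, and a step in that order began at 20 Mb on chromosome 15 (0.24 on the log2 scale, permutation p = 0.0078 over random chromosome orders). A missing part of a file in that order was excluded as the whole cause, because the chromosomes did not change alike. The lowest log2 ratio of chromosome 22 was 0.34 above the highest of chromosome 16, and chromosome X fell in all homozygous libraries. By number order wild type replicates 1, 2 and 3 also had downward steps, of −0.18 at chromosome 13, −0.11 at chromosome 15 and −0.13 at chromosome 9. A missing part of the wild type files was excluded as the whole cause, because on 8 of the 8 chromosomes all homozygous libraries also exceeded all heterozygous ones. A contribution from the wild type lists stays open.

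More peaks lay at RUNX1 in the full lists of homozygous libraries. The RUNX1 gene model of the annotation spans chromosome 21 from 36160098 to 37376965, and peaks at the gene are peaks anywhere in that span or its margin. RUNX1 peaks are given here as shares. In homozygous libraries they made up 3.20% to 3.94% of chromosome 21 peaks, against 1.44% to 1.81% in other libraries (exact two-sided permutation p = 0.0286 over sources, the smallest possible). Among the strongest peaks the shares were 2.36% to 3.93% and 2.13% to 3.40% (exact two-sided permutation p = 0.171). An even change in the copy number of all of chromosome 21 is thus excluded as the whole cause in the full lists, and at the gene it stays open for the strongest peaks. The gene's share among peaks of the gene and 2 Mb on each side was 21.2% to 23.9% in homozygous and 16.2% to 22% in other libraries (exact two-sided permutation p = 0.0286). Among the strongest peaks it was 12.4% to 18.7% and 14.3% to 22.2% (exact two-sided permutation p = 0.886). The flanks rose too in the full lists, to 11.2% to 13.2% of chromosome 21 peaks from 5.66% to 9.01%, and among the strongest peaks, to 16.0% to 17.5% from 11.8% to 12.8% (exact two-sided permutation p = 0.0286 for each). A gain of a segment around RUNX1 could give most of this, and it cannot be told apart from a change at the gene because the ranges overlap and the strongest peaks show no change of this share. In the full lists ERG, also on chromosome 21, held 0.330% to 0.927% of that chromosome's peaks, against 0.193% to 0.348% in other libraries. Its flanks held 11.1% to 11.9%, against 8.77% to 9.43% (exact two-sided permutation p = 0.0286 over sources for each). The rise was thus not confined to RUNX1. The flanks of both genes overlap in part, so ERG does not settle the question of a segment.

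Fewer strong peaks lay at STAG2 in homozygous libraries. The gene held 13.3% to 22% of strong peaks of the gene and 2 Mb on each side, against 23.1% to 27.0% in other libraries (exact two-sided permutation p = 0.0286, the smallest possible). In the full lists the ranges were 16.3% to 19.8% and 13.6% to 20.4% (exact two-sided permutation p = 0.6). The flanks fell in the full lists, to 2.41% to 2.89% of chromosome X peaks from 3.53% to 4.50% (exact two-sided permutation p = 0.0286), and not among the strongest peaks (exact two-sided permutation p = 0.629). The lists disagree, and a change of the surrounding segment cannot be told apart from a change at the gene. The gene model also covers SH2D1A, where the 3 regions that differ from wild type lie, so these values do not single out STAG2.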
